# The Effect of RBP4 on microRNA Expression Profiles in Porcine Granulosa Cells

**DOI:** 10.3390/ani11051391

**Published:** 2021-05-13

**Authors:** Yun Zhao, Jiahui Rao, Tong Qiu, Chunjin Li, Xu Zhou

**Keywords:** granulosa cells (GCs), microRNAs, retinol binding protein 4 (*RBP4*)

## Abstract

**Simple Summary:**

Retinol binding protein 4 (RBP4), mainly secreted by the liver and adipocytes, is a transporter of vitamin A. RBP4 has been shown to be involved in several pathophysiological processes, such as polycystic ovary syndrome (PCOS), obesity, insulin resistance, and cardiovascular risk. However, the role of RBP4 in mammalian follicular granulosa cells (GCs) remains largely unknown. To characterize the molecular pathways associated with the effects of RBP4 on GCs, we used sRNA deep sequencing to detect differential microRNA (miRNA) expression in GCs overexpressing RBP4. A total of 17 miRNAs were significantly different between the experimental and control groups. Our results support the notion that several miRNAs are involved in important biological processes associated with folliculogenesis and pathogenesis. These results will be useful for further studies investigating the role of RBP4 in porcine GCs.

**Abstract:**

Retinol binding protein 4 (RBP4) is a transporter of vitamin A that is secreted mainly by hepatocytes and adipocytes. It affects diverse pathophysiological processes, such as obesity, insulin resistance, and cardiovascular diseases. MicroRNAs (miRNAs) have been reported to play indispensable roles in regulating various developmental processes via the post-transcriptional repression of target genes in mammals. However, the functional link between RBP4 and changes in miRNA expression in porcine granulosa cells (GCs) remains to be investigated. To examine how increased expression of *RBP4* affects miRNA expression, porcine GCs were infected with *RBP4*-targeted lentivirus for 72 h, and whole-genome miRNA profiling (miRNA sequencing) was performed. The sequencing data were validated using real-time quantitative polymerase chain reaction (RT-qPCR) analysis. As a result, we obtained 2783 known and 776 novel miRNAs. In the experimental group, 10 and seven miRNAs were significantly downregulated and upregulated, respectively, compared with the control group. Ontology analysis of the biological processes of these miRNAs indicated their involvement in a variety of biological functions. Gene Ontology and Kyoto Encyclopedia of Genes and Genomes enrichment analyses indicated that these miRNAs were involved mainly in the chemokine signaling pathway, peroxisome proliferators-activated receptors (PPAR) signaling pathway, insulin resistance pathway, nuclear factor-kappa B(NF-kappa B) signaling pathway, and steroid hormone biosynthesis. Our results indicate that RBP4 can regulate the expression of miRNAs in porcine GCs, with consequent physiological effects. In summary, this study profiling miRNA expression in *RBP4*-overexpressing porcine GCs provides an important reference point for future studies on the regulatory roles of miRNAs in the porcine reproductive system.

## 1. Introduction

Despite the hundreds of porcine follicles whose growth begins at estrus, only 10–20 follicles are selected to release a mature oocyte [1]. Folliculogenesis involves many events at the cellular and molecular levels that occur in a highly orchestrated manner, culminating in ovulation [2]. During this process, bidirectional communication between oocytes and GCs is essential for follicular development and oocyte growth. Numerous studies have elucidated the varied functions of GCs in the formation of ovarian follicles [3,4]. This evidence illustrates that endocrine/paracrine/autocrine factors such as gonadotropins, growth factors, and the ovarian microenvironment and several signaling pathways have effects on the differentiation of GCs [5,6,7,8]. However, an understanding of alterations in gene expression during GC differentiation and the function of factors that are specifically expressed in GCs is still lacking.

RBP4, known as a retinol transporter, a member of the lipocalin family [9], is synthesized and secreted mainly in the liver, although this protein is expressed in other tissues (including adipose tissue, kidney, skeletal muscle, ovary, and testis [10,11,12,13]) at low levels. In humans, RBP4 levels in serum have been found to be related to many metabolic diseases, such as insulin resistance, type 2 diabetes mellitus, and obesity [14,15]. Recently, many studies have demonstrated the involvement of RBP4 in female reproduction. In humans, serum RBP4 levels decrease with diminishing ovarian reserve and correlate positively with chronic inflammation-related components, including increased serum high sensitivity C-reactive protein and anti-Mullerian hormone levels [16]. Additionally, RBP4, identified as a serum marker for ovarian cancer, directly induces cancer progression of ovarian cancer cells by increasing the expression of the cancer metastasis factors *MM2* and *MM9* through the RhoA/Rock1 pathway [17,18]. Serum concentrations of RBP4 are increased in women with polycystic ovary syndrome (PCOS) and inadequately high concentrations of androgen and insulin resistance are characteristic of PCOS [19,20,21]. Additionally, *RBP4* expression in adipose tissues is regulated by 17-estradiol, and the levels of RBP4 in serum are elevated in women with PCOS and obesity [19]. These data suggest that RBP4 might be involved in normal ovarian function.

In recent years, a class of non-coding, single-stranded small RNAs (microRNAs (miRNAs)) have been suggested to have regulatory functions during post-transcriptional stages in many physiological processes [22]. miRNAs play an important role in the active regulation of cellular and biological processes, such as cell migration [23,24], apoptosis [25], proliferation [26,27], and metabolism [28]. Multiple studies have demonstrated that aberrant miRNA expression in female reproductive tissues/cells and embryos is related to disordered folliculogenesis and GC proliferation [29,30]. miRNAs regulate the function of GCs by altering the expression levels of target genes. For example, in the granulosa-like tumor cell line, miR-1388 promotes cell cycle progression by increasing *cyclin D1* and decreasing *p21* levels by targeting potassium voltage-gated channel subfamily A member 5 (*KCNA5*) [31]. Another study showed that miR-29c participates in the regulation of follicular atresia by inhibiting GC apoptosis by targeting *SMARCA2* via the NORFA-SMAD4 axis [32].

In previous studies in our lab, Sun et al. [33] detected a high level of RBP4 in the follicular fluids of cystic follicles. We observed that RBP4 could stimulate the expression of follicle-stimulating hormone receptor (*FSHR*) and luteinizing hormone receptor (*LHR*) in GCs cultured in vitro [34] and identified the effects of RBP4 on GCs by transcriptomic analysis following *RBP4* overexpression [35]. Taken together, these results show that there is a high level of RBP4 expression in follicular fluids in cystic follicles, which led us to assume the possible association of RBP4 with PCOS and cystic follicles. To date, the specific effects of different miRNAs and the mechanisms, particularly the target genes and signaling pathways, by which they regulate GCs treated with RBP4 are poorly defined.

## 2. Materials and Methods

### 2.1. Obligatory Ethical Approval

All experiments in the present study were performed according to the instructions of the Animal Care and Use Committee of Jilin University Changchun, China (approval number: SY201912003).

### 2.2. Culture and Treatment of GCs

Landrace porcine ovaries obtained from sows aged 165–180 days from a local slaughter abattoir (Changchun Huazheng Production Cooperation, Changchun, Jilin, China) were transported to the laboratory within 20 min and maintained at 37 °C for isolation of GCs. The follicular fluid was aspirated aseptically from 3–6 mm antral follicles using a 10 mL syringe, centrifuged at 500× *g* for 5 min, and rinsed twice with preheated phosphate-buffered saline (PBS) (Hyclone, Logan, UT, USA) according to previously described methods [36]. GCs were seeded at an initial density of 1 × 10^6^ cells/mL in six-well plates (Corning Inc., Shanghai, China) and cultured in Dulbecco’s modified Eagle’s medium/Ham’s F-12 (DMEM/F12) (Hyclone, Logan, UT, USA) supplemented with 10% fetal bovine serum (FBS) (Invitrogen, Carlsbad, CA, USA) and 1% penicillin–streptomycin (Hyclone, Logan, UT, USA) in a humidified incubator with 5% CO_2_ at 37 °C.

A pLVX-IRES-ZsGreen-*RBP4* plasmid was constructed by inserting the *RBP4* gene of 606 bp (GenBank Accession No. NM_214057.1) into the pLVX-ZsGreen vector (Invitrogen, Carlsbad, CA, USA) at the XhoI and NotI sites. To produce lentivirus, FuGENE HD reagent (Roche, Mannheim, Germany) was used to transfect 293T cells (ATCC, CRL-11268; Manassas, VA, USA) with the combined packaging system (Invitrogen, Carlsbad, CA, USA), including a vector plasmid, the structure plasmids PLP1 and PLP2, and the envelope plasmid VSVG, following the manufacturer’s instructions. Lentiviral particles were harvested from the supernatant 48 and 72 h after transfection and purified by ultracentrifugation. 293T cells transfected with the pLVX-IRES-ZsGreen blank vector were used as negative controls. The lentiviral particles were added to the GCs at a multiplicity of infection of 50 for 72 h. GCs were divided into the following two experimental groups: control group (pLVX-IRES-ZsGreen-infected cells) and RBP4 group (pLVX -IRES-ZsGreen-*RBP4*-infected cells). RT-qPCR and Western blotting were used to confirm the success of RBP4 expression modification in GCs (the detailed infected porcine GC data are shown in another published paper [35]). Each experiment was performed in biological triplicate.

### 2.3. Library Construction, miRNA Sequencing, and Data Analysis

Total RNA was isolated from GCs using a protocol based on TRIzol reagent (Takara, Dalian, China). RNA concentration and purity were assessed using a Nanodrop 2000 spectrophotometer (Thermo Fisher, Waltham, MA, USA); the OD260/OD280 value needed to be higher than 1.8. RNA integrity was assessed by agarose gel electrophoresis. Six small RNA-sequencing (sRNA-seq) libraries (three sRNA-seq libraries for the RBP4 group and three sRNA-seq libraries for the control group) were generated using the NEBNext Multiplex Small RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA) according to the manufacturer’s protocols. Briefly, for the construction of each sRNA library, a total amount of 1 μg RNA was ligated to a 5′ and a 3′ linker sequentially according to the protocol (NEB, Ipswich, MA, USA). Next, reverse transcription was carried out using ProtoScript II Reverse Transcriptase (NEB, Ipswich, MA, USA) for 1 h at 50 °C. For miRNA library enrichment, PCR amplification with adapter-specific primers was performed using a ProtoScript^®^ II First Strand cDNA Synthesis Kit (NEB, Ipswich, MA, USA) according to the protocol, and purification was performed using 15% nondenaturing PAGE. PCR products from 140–160 bp were subjected to library preparation for sRNA sequencing analysis. Single-end reads were sequenced on an Illumina HiSeq™ 2500 System (Illumina, San Diego, CA, USA) at a read length of 50 bp, the most frequently used sequencing strategy [37].

Analysis of the miRNA sequencing data was performed as described previously [38]. Before data analysis, the raw data were subjected to an in-house program, ACGT101-miR (LC Sciences, Houston, Texas, USA), to remove adapter dimers, junk, low complexity, and repeats. Subsequently, unique sequences with lengths of 18–40 nucleotides were mapped to porcine precursors in miRbase 21.0 by BLAST search to identify known miRNAs and novel 3p- and 5p-derived miRNAs ftp://mirbase.org/pub/mirbase/ (accessed on 12 December 2019) [39]. Non-coding RNAs were annotated as rRNAs, tRNAs, small nuclear RNAs (snRNAs), and small nucleolar RNAs (snoRNAs). These RNAs were aligned and then subjected to the BLAST search against Rfam http://www.sanger.ac.uk/software/Rfam (accessed on 14 December 2019) and GenBank databases http://www.ncbi.nlm.nih.gov/genbank/ (accessed on 14 December 2019) [40].

### 2.4. Identification and Target Prediction of DEmiRNAs

We used deep sequencing to identify differentially expressed miRNAs (DEmiRNAs) between porcine GCs of the RBP4 group and the control group. MiRNA expression levels are represented as reads per million (RPM) values. The fold-change was calculated based on the RPM values. The *p*-value was adjusted by multiple hypothesis tests, and the *p*-value threshold was determined by the false discovery rate (FDR). The criteria for identifying DEmiRNAs were as follows: (1) *p*-value < 0.05 and (2) |fold change| > 2 between both groups. To understand the functional roles that the DEmiRNAs may play in porcine GCs, miRanda http://www.microrna.org/microrna/ (accessed on 20 April 2020) was used to predict their target genes. Cytoscape was used to visualize the DEmiRNAs and target genes.

### 2.5. Functional Enrichment Analysis

We employed a hierarchical clustering algorithm to cluster the DEmiRNAs. Gene enrichment and functional annotation analyses were conducted using the Gene Ontology GO, http://geneontology.org/ (accessed on 19 June 2020) and Kyoto Encyclopedia of Genes and Genomes KEGG, http://www.genome.jp/kegg (accessed on 19 June 2020) platforms [41]. Only GO terms or KEGG pathways with *p*-values < 0.05 were considered significantly enriched. All miRNA sequencing data can be accessed via the Gene Expression Omnibus (GEO) database from NCBI https://www.ncbi.nlm.nih.gov/geo (accessed on 24 July 2019). The GEO accession record is GSE134735.

### 2.6. RT-qPCR

Total RNA samples (100 ng) were reverse transcribed using the PrimeScript RT reagent Kit (Takara, Dalian, China) following standard protocols. The level of miRNA was quantified by real-time quantitative polymerase chain reaction (RT-qPCR) according to established protocols. RT-qPCR was performed by combining 10 μL SYBR (Takara, Dalian, China), 2 μL cDNA, 7 μL ddH_2_O, and 1 μL each of forward and reverse primers. The thermal cycling conditions were 15 min at 95 °C followed by 40 cycles of 10 s at 95 °C and 30 s at 60 °C. The Mx3000P system (Stratagene, San Diego, CA, USA) was used to quantify the abundance of selected genes. The primer sequences are listed in Table S1, and the primers were synthesized in Comate Bioscience (Changchun, China). *U6* and *GAPDH* were used as internal controls to correct for miRNA and mRNA analytical variations, respectively [42]. The expression levels of chosen differentially expressed miRNAs were calculated using the delta–delta Ct (2^−ΔΔct^) method.

### 2.7. Statistical Analysis

SPSS version 17.0 (SPSS, Inc., Chicago, IL, USA) was used for statistical analysis. The experimental data are expressed as the mean ± standard error of the mean (SEM). The K–S test and Levene test were performed to check the normality and homoscedasticity of the data. Student’s *t*-test for independent samples was employed to analyze significant differences between means. * *p* < 0.05 indicated statistical significance, and ** *p* < 0.01 was considered to be a very significant difference.

## 3. Results

### 3.1. Summary of miRNA Deep-Sequencing Data

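Small RNA was sequenced from porcine GCs, the cells that line the ovarian follicle, after infection with a lentiviral vector. The RBP4 group carried RBP4 on the vector and the control group the blank vector. Infection lasted 72 h at a multiplicity of infection of 50, and each group had 3 libraries. The authors deposited the number of reads counted on each distinct miRNA sequence in each library, as whole numbers without normalization. Before counting, the authors removed adapter dimers, junk, low-complexity reads and repeats, and the paper's methods name miRBase release 21 for the search. Beside the miRNAs, the counts hold a single entry for reads without a miRNA name. RPM values were calculated here over the reads on miRNAs alone, without that entry. Groups were compared for each miRNA with edgeR's quasi-likelihood test after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method. A positive log2 fold change means a higher level in the RBP4 group. Measures of whole libraries were compared with a two-sided exact permutation test, which cannot give a p below 0.1 with 3 libraries against 3. The reads carry no molecular identifiers, so counting error covers only part of the error of each value.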

sRNA-seq was performed in biological triplicates to elucidate the regulatory mechanism of the response of GCs to *RBP4* overexpression. *RBP4* mRNA was significantly increased in the RBP4 group by 111.6-fold. In addition, RBP4 protein was overexpressed in the RBP4 group (Figure S1).

A total of approximately 91.2 Mb raw reads were obtained from the six sRNA libraries. The six libraries of the two groups yielded 45.5 M and 45.7 M raw reads. Of these, 8.2~12.9 Mb reads were retained as clean reads after eliminating reads with no 3′ adapter, reads with 5′ adapter contaminants, and reads with a poly A/poly T tail (Table 1). 

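Summed over the deposited counts, the control libraries held 8499093 to 12937609 reads, with a median of 9844804. Totals in the RBP4 group ran from 8171216 to 10929835 reads, with a median of 10206670. The mean total was 10427169 ± 2275844 reads (SD, n = 3) in the control group and 9769240.3 ± 1430386 reads (SD, n = 3) in the RBP4 group.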

Averages of 9,080,992 (Control group) and 8,433,749 (RBP4 group) reads were annotated in miRBase. 

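The entry without a miRNA name held a mean of 9080992 ± 2159381 reads (SD, n = 3) per control library and 8433749 ± 1143336 reads (SD, n = 3) per RBP4 library. Reads on known or predicted miRNAs numbered 1346177 ± 138471 (SD, n = 3) per control library and 1335491 ± 291660 (SD, n = 3) per RBP4 library. The depth on miRNAs ranged from 1000281 reads in RBP4 replicate 3 to 1531225 reads in RBP4 replicate 1. Relative to all reads of a library, miRNAs made up 13.2% ± 1.95 (SD, n = 3) in the control group and 13.6% ± 1.17 (SD, n = 3) in the RBP4 group, without a detectable difference (p = 0.9, exact permutation test). Within the miRNA reads, 93.6% in each group lay on names of the pig, and the remainder lay on names of other species or on predicted miRNAs.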

The sRNA-seq results revealed that the low-quality reads made up less than 0.1% of reads and that the remaining reads had a Q value ≥ 30 (>90% of reads). Altogether, the classification of these sRNAs showed that averages of 41.70% (control group) and 41.60% (RBP4 group) were previously unreported miRNAs, and rRNA and known miRNAs were also present (Figure 1). 

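Known miRNAs held 12.9% ± 1.93 (SD, n = 3) of all reads in the control libraries and 13.3% ± 1.14 (SD, n = 3) in the RBP4 libraries. Predicted miRNAs, which the authors inferred from the sequences, held 0.212% ± 0.0176 (SD, n = 3) in the control group and 0.226% ± 0.0301 (SD, n = 3) in the RBP4 group. Figure 1 of the paper gives about 0.21% (control) and 0.23% (RBP4) for them, far below the share its text gives for unreported miRNAs. The groups overlapped in both shares (p = 0.9 for known and p = 0.5 for predicted miRNAs, exact permutation test, both 0.9 after adjustment over the 5 library measures tested). The entry without a miRNA name is not divided further, so the shares of rRNA and of the other sRNA classes were not analysed here.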

As shown in Figure 2, most sequences were 20–23 nt in length; specifically, most sequences were 22-nt, followed by 21, 23, and 24-nt, which was in accordance with the length characteristics of mature miRNAs.

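The deposited counts give 1 length for each listed sequence, from 15 to 34 nt. They do not give the length of each read counted on it, so the read-weighted shares need not be those of the reads themselves. Weighted by reads, sequences listed at 25 nt held 64.8% ± 1.13 (SD, n = 6 libraries) of the miRNA reads, because miR-21 is listed with a sequence of 25 nt. Sequences of 22 nt followed with 19.1% ± 1.08 (SD, n = 6). The shares were 4.82% at 24 nt, 4.57% at 23 nt, 2.00% at 21 nt and 1.70% at 20 nt. Together, sequences listed at 20 to 23 nt held 27.4% ± 1.09 (SD, n = 6) of the reads. With miR-21 left out, the mean share of 22 nt was 51.7%. When each listed sequence was counted once, whatever its reads, the share of 20 to 23 nt was 51.4%, with 17.3% at 22 nt, 12.5% at 23 nt, 11.0% at 21 nt and 10.6% at 20 nt. Counted this way, 7.61% of the sequences had 24 nt and 5.198% had 25 nt.

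**Figure D1:**
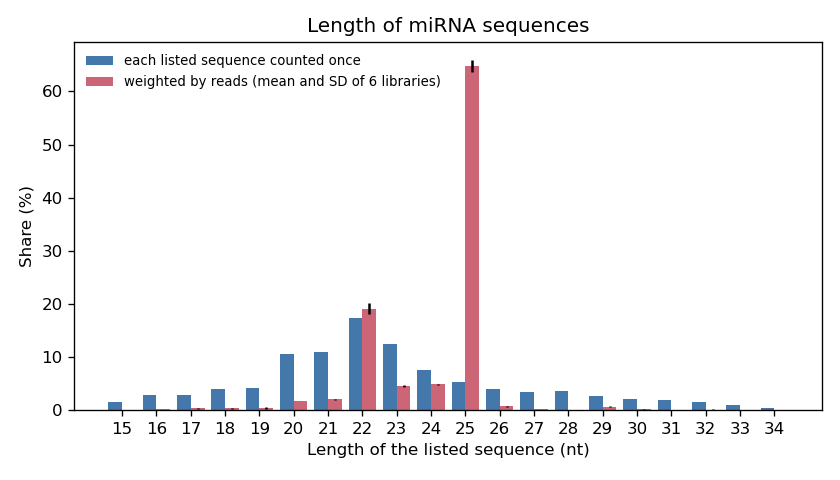
Share of miRNA sequences (%) at each listed length (nt), with each sequence counted once (blue) and weighted by reads (red, mean and SD of 6 libraries). The read-weighted share peaks at 25 nt (64.8%) and the share of sequences at 22 nt (17.3%).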

The percentage represents clean reads/raw reads; perfect matches include those clean reads that completely matched the reference genome.

### 3.2. DEmiRNAs in GCs Overexpressing RBP4

Among the miRNAs identified, 2783 were known miRNAs, and 776 were novel miRNAs. 

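At least 1 read in any library was found for 3559 miRNAs, of which 2783 were known and 776 predicted. Of the known miRNAs, 321 carried the name of a pig miRNA and 2462 the name of a miRNA of another species. Reads in every library were found for 775 miRNAs, 558 known and 217 predicted. Most entries were rare, since 74.4% had under 10 reads summed over the 6 libraries. The median over all libraries together was 2 reads for a known and 5 reads for a predicted miRNA. Each control library detected 1721 ± 131.5 miRNAs (SD, n = 3) and each RBP4 library 1667 ± 94.9 (SD, n = 3), a difference with p = 0.6 in the exact permutation test. The 5 miRNAs with the most reads held 74.1% of the miRNA reads on average, between 73.1% and 75.5% in single libraries. miR-21 alone held 63.9% ± 1.00 (SD, n = 3) in the control group and 62.3% ± 0.746 (SD, n = 3) in the RBP4 group (p = 0.2, exact permutation test). miR-27b-3p rose from 3.79% ± 0.0615 (SD, n = 3) to 4.13% ± 0.0317 (SD, n = 3), with each RBP4 library above each control library (p = 0.1, the smallest that the exact test allows, and 0.5 after adjustment over the 5 miRNAs). The others were let-7f with 2.73% in the control and 3.07% in the RBP4 group, let-7i with 2.09% and 2.12%, and let-7g with 1.96% and 2.09%. These let-7 members differ by few bases, so reads with errors can be assigned to the wrong member.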

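Differential expression between the RBP4 and control groups was tested for the 912 miRNAs with at least 10 reads summed over the 6 libraries, 636 of them known and 276 predicted. These hold 99.9% of the miRNA reads. In edgeR's test 0 miRNAs had an adjusted p under 0.05, and the smallest adjusted p was 0.758. At an unadjusted p under 0.05 there were 50 miRNAs, and 23 of these also had a fold change over 2. With every miRNA of at least 1 read tested, 20 miRNAs had an adjusted p under 0.05, and 17 of these 20 had their highest level in RBP4 replicate 1. In that library, 15 miRNAs stood at least 4 times above every other library after 5 RPM were added, and 12 of the 23 miRNAs are among these 15. Single libraries moved the count of 23 by over 1.5 times. It was 15 without RBP4 replicate 1, with 6 miRNAs shared between both counts, and 38 without RBP4 replicate 2 or without RBP4 replicate 3. Without control replicate 2 it was 11, and without control replicate 3 it was 14.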

In total 17 miRNAs were significantly different between the experimental and control groups (*p* < 0.05). Among the DEmiRNAs, seven were upregulated and 10 were downregulated. 

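Among the 50 miRNAs with an unadjusted p under 0.05, 31 were higher and 19 lower in the RBP4 group. This balance depended on the test, with 11 higher and 29 lower in the equal-variance test on RPM and 12 higher and 24 lower in limma on log2(RPM + 1), and without control replicate 1 it was 24 and 25. With a fold change over 2 as well, 18 were higher and 5 lower, and without RBP4 replicate 1 these numbers were 5 and 10. The miRNA with the lowest unadjusted p among those with a higher level, efu-miR-9298, carries the name of a bat miRNA. It rose from 370.1 ± 19.0 RPM (SD, n = 3) to 467 ± 19.1 RPM (SD, n = 3), a log2 fold change of 0.39 (standard error 0.10). It was followed by hsa-miR-4448, listed under a human name, which rose from 262 ± 85.2 RPM (SD, n = 3) to 408 ± 60.7 RPM (SD, n = 3). Its log2 fold change was 0.70 (standard error 0.21), and 0.46 without control replicate 1. Its adjusted p in edgeR was 9.31e-04 when every miRNA of at least 1 read was tested, and over all alternatives the adjusted p ran from 9.31e-04 to 0.983. Among the miRNAs with a lower level, the predicted miRNA m0964-5p had the lowest p and fell from 9.98 ± 1.15 RPM (SD, n = 3) to 3.88 ± 0.967 RPM (SD, n = 3), a log2 fold change of −1.31 (standard error 0.34). The next, mmu-miR-7092-3p, listed under a mouse name, fell from 19.6 ± 1.04 RPM (SD, n = 3) to 10.1 ± 1.05 RPM (SD, n = 3), a log2 fold change of −0.88 (standard error 0.24). With all 6 libraries these 4 miRNAs had the smallest adjusted p of edgeR's test, 0.758, which miR-145-5p and miR-148a-5p had as well. In each of the 4, all 3 RBP4 libraries lay beyond all 3 control libraries, which chance gives in 10% of miRNAs. The 4 were picked by their low p, so this separation is no independent evidence.

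**Figure D2:**
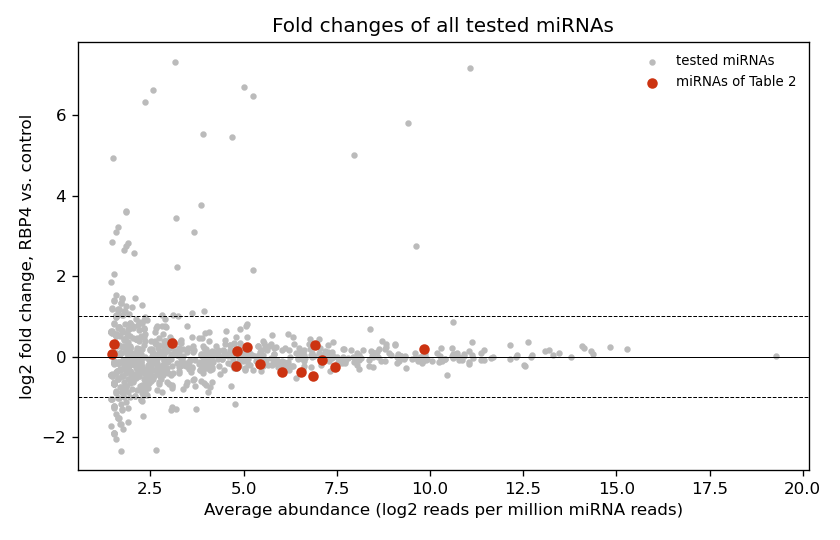
Log2 fold change between the RBP4 and control groups (vertical axis) against average abundance (log2 RPM, horizontal axis) for the 912 tested miRNAs (grey) and for the miRNAs of Table 2 (red). The red points lie between −0.48 and 0.35, inside the dashed lines at a fold change of 2.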

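The deposited counts list 14 of the 17 DEmiRNAs of the paper by name. The 3 predicted miRNAs PC-5p-93122, PC-3p-102262 and PC-5p-17154 were not found under these names, and their RT-qPCR primers share at most 9 contiguous bases with any listed sequence. Primers of some listed miRNAs share hardly more with their own entry, 10 for miR-135 and 11 for miR-145-5p and miR-98. The primers therefore cannot settle whether the 3 are absent. miR-1277 had 0, 4 and 1 reads in the control libraries and 1, 3 and 1 in the RBP4 libraries. miR-135 had 1, 1 and 3 reads in the control libraries and 4, 1 and 1 in the RBP4 libraries, so a change of either was not detectable at this depth. The other 12 all had the direction that the paper gives, with log2 fold changes between 0.093 and 0.48 in size and a median size of 0.24. Of the 14, 0 had an adjusted p under 0.05 over all tested miRNAs, and 0 when adjusted over the list alone, where the smallest was 0.146. The study chose this list on the same libraries, so the second count is not independent evidence. At an unadjusted p under 0.05 there were 3, namely miR-145-5p, miR-148a-5p and miR-7857-3p, and without RBP4 replicate 1 there were 0. miR-145-5p fell from 137 ± 6.10 RPM (SD, n = 3) to 95.4 ± 24.4 RPM (SD, n = 3), a log2 fold change of −0.48 (standard error 0.15) that lay between −0.64 and −0.37 with each library left out in turn. miR-148a-5p fell from 73.8 ± 9.48 RPM (SD, n = 3) to 54.5 ± 7.41 RPM (SD, n = 3), a log2 fold change of −0.39 (standard error 0.14), and miR-148a-3p of the same hairpin had a log2 fold change of 0.22. For miR-7857-3p the level was 105 ± 11.6 RPM (SD, n = 3) in the control group and 77.8 ± 17.1 RPM (SD, n = 3) in the RBP4 group. Log2 fold changes were −0.25 for miR-769-5p, −0.24 for miR-6782-3p and −0.18 for miR-7142-3p. With each library left out in turn, they ran from −0.33 to −0.14, from −0.39 to −0.073 and from −0.23 to −0.13. Among the higher miRNAs, miR-98 went from 879 ± 47.1 RPM (SD, n = 3) to 967 ± 97.6 RPM (SD, n = 3), with a log2 fold change of 0.19. Its sequence is close to those of let-7, so its reads can include let-7 reads with errors. miR-193a-5p had a log2 fold change of 0.14. miR-194a had 6.34 ± 2.11 RPM (SD, n = 3) in the control group and 7.51 ± 3.13 RPM (SD, n = 3) in the RBP4 group, and its log2 fold change of 0.35 became −0.094 without RBP4 replicate 1. In 2 of the 12, miR-145-5p and miR-7142-3p, the groups did not overlap, where chance gives 10%.

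**Figure D3:**
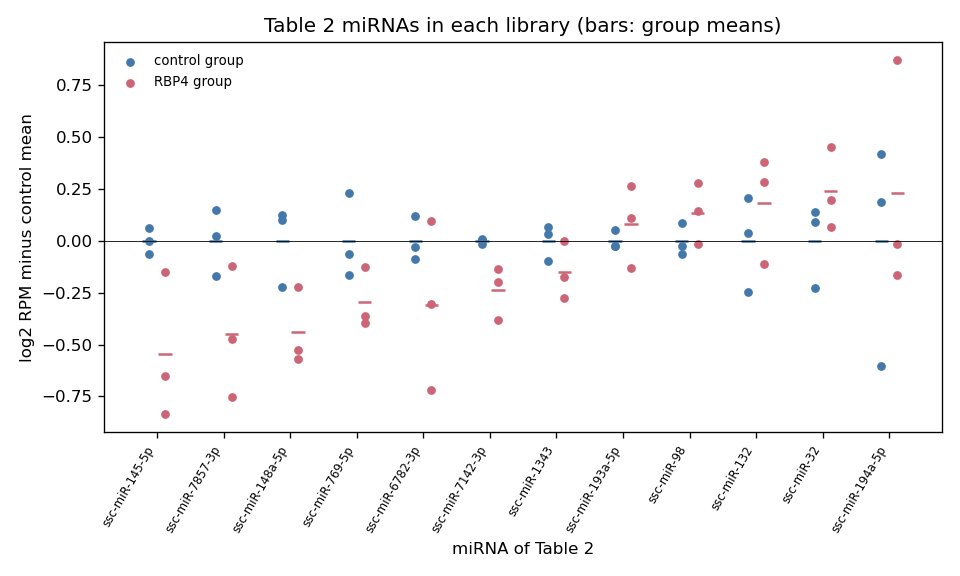
Log2 RPM of each library minus the control mean (vertical axis) for 12 DEmiRNAs of the paper (horizontal axis), with 3 control (blue) and 3 RBP4 (red) libraries as points and group means as bars. All points lie within a log2 difference of 1 from the control mean.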

All the DEmiRNAs are listed in Table 2.

### 3.3. Validation of the DEmiRNAs by RT-qPCR

In the present study, all DEmiRNAs were validated by RT-qPCR. The RT-qPCR results were consistent with the sequencing data. In the RBP4 group, ssc-miR-194a-5p, ssc-miR-132, PC-5p-17154, ssc-miR-193-5p, ssc-miR-135, ssc-miR-32, and ssc-miR-98 were upregulated, while the other ten DEmiRNAs were downregulated (Figure 3).

### 3.4. Prediction and Analysis of DE miRNA Target Genes

Most miRNAs were predicted to regulate hundreds or even thousands of target genes at the same time. Table S2 shows the DEmiRNAs and their corresponding validated target genes in porcine GCs treated with RPB4. There were 4237 predicted targets for 10 downregulated DEmiRNAs and 12,316 predicted relationships. There were 2985 predicted target genes for seven upregulated DEmiRNAs and 7214 predicted relationships (Figure 4). The DEmiRNAs with the most predicted target genes were miR-1343, miR-1277, and miR-145-5p, and the number of target genes was 2688, 1581, and 1552, respectively. Many target genes showed potential regulation by multiple miRNAs. Cytochrome P450 19A1 (*CYP19A1*) and *caspase 9* were predicted to be targeted by nine and four DEmiRNAs, respectively.

To further identify candidate miRNAs involved in porcine folliculogenesis, we integrated the miRNA and mRNA sequencing data (the detailed mRNA sequencing data are shown in another published paper [35]). Based on the matching and target prediction analyses, we found that the mRNA expression of *SEMA6D*, *KIT*, and *RAB3B* was strongly correlated with the corresponding miRNAs, namely, miR-132, miR-135, and miR-32, respectively. Both the RT-qPCR and sequencing results showed that the target genes identified in the current study had expression patterns between the RBP4 and control groups that were opposite those of their respective DEmiRNAs (Figure 5).

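In the miRNA counts, miR-132 had 30.3 ± 4.69 RPM (SD, n = 3) in the control group and 34.5 ± 5.89 RPM (SD, n = 3) in the RBP4 group. Its log2 fold change was 0.24 (standard error 0.19, adjusted p = 0.894 in edgeR, from 0.599 to 0.998 over all alternatives), between 0.15 and 0.36 with each library left out in turn. miR-32 had 110.3 ± 14.6 RPM (SD, n = 3) in the control group and 130.1 ± 18.0 RPM (SD, n = 3) in the RBP4 group. Its log2 fold change was 0.29 (standard error 0.13, adjusted p = 0.857 in edgeR, from 0.479 to 0.998 over all alternatives), between 0.20 and 0.35 with each library left out in turn. The libraries of the groups overlapped for both miRNAs (p = 0.4 for miR-132 and p = 0.3 for miR-32, two-sided exact permutation test). The pig entry of miR-135 held 11 reads over the 6 libraries. The RT-qPCR primer of miR-135 shares 16 contiguous bases with the sequence listed as tch-miR-135b-5p and 10 with the pig entry. tch-miR-135b-5p, named after a tree shrew, had 13.8 ± 2.39 RPM (SD, n = 3) in the control group and 14.6 ± 0.564 RPM (SD, n = 3) in the RBP4 group, a log2 fold change of 0.15 (standard error 0.25). This fold change lay between 0.028 and 0.29 with each library left out in turn. The mRNA sequencing was not analysed here. The paper pairs miR-132 with SEMA6D, miR-135 with KIT and miR-32 with RAB3B as candidates for a part in porcine folliculogenesis. It rests these pairs on target prediction and on opposite directions of miRNA and mRNA, in RT-qPCR as well as in sequencing. The RT-qPCR levels were not analysed here.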

### 3.5. GO and Functional Classification

A total of 20,787 predicted genes were classified into three functional categories: 25 biological process (BP) terms, 15 cellular component (CC) terms, and 10 molecular function (MF) terms. In the BP category, most of the annotated targets were involved in the oxidation–reduction process, regulation of transcription, DNA template-related processes, and positive regulation of transcription from the RNA polymerase II promoter. In the CC category, most targets were related to the terms membrane, integral component of membrane, and cytoplasm. In the MF category, most targets were associated with protein binding, metal ion binding, ATP binding, and nucleotide-binding (Figure 6).

The significantly enriched (*p* < 0.05) pathways are shown in Figure 7. Furthermore, KEGG pathway analysis demonstrated that the target genes were involved mainly in pathways related to metabolism, such as the insulin resistance pathway, cholesterol metabolism pathway, and fatty acid degradation signaling pathway. The target genes were also involved in pathways related to immunity, such as the chemokine signaling pathway, PPAR signaling pathway, FoxO signaling pathway, and NF-kappa B signaling pathway. Pathways related to folliculogenesis (the steroid hormone biosynthesis, oxidative phosphorylation, and AMP-activated protein kinase (AMPK) signaling pathways) were also significantly enriched.

## 4. Discussion

GCs are the most important cell type in the ovary, and they play a critical role in folliculogenesis and ovulation. Folliculogenesis is a dynamic and complex process and has been proven to be modulated by the orchestrated actions of endocrine factors, paracrine factors, and the spatiotemporal expression of several genes and miRNAs [43,44,45].

RBP4, a novel adipocytokine that was originally found to be released by the liver, has a wide range of actions in the metabolism of retinol. Recently, RBP4 has been detected in serum, plasma, liver, adipose, and kidney samples, and dysregulation of RBP4 has been associated with a variety of diseases [17,19,46,47,48], including ovarian diseases, such as PCOS and ovarian cancer in humans [17,18,49,50,51] and ovarian cysts in swine [33]. These diseases may be caused by endocrine disorders. As one of the largest classes of gene regulators, miRNAs are responsible for fine-tuning gene expression and are thought to regulate 20% to 30% of the genomes of domestic livestock [52]. Several studies have pointed out the potential role of miRNAs in GC follicular development and have suggested that aberrations in miRNA expression may play important roles in apoptosis and follicular atresia progression by regulating genes and pathways involved in ovarian diseases [53,54,55].

The current study utilized high-throughout RNA sequencing technology to characterize the global miRNA expression profiles of porcine GCs with modified RBP4 expression and GCs that were untreated. We used a lentiviral vector containing an RBP4 gene fragment for gene expression. The advantages of this method are its longer expression time, diminished cytotoxicity and immune response mediated by host cells, and strong induction of infection in primary cells such as porcine GCs. We constructed six libraries in total, comprising three from each group. More than 60.6 million clear reads were obtained. According to size distribution analysis, 22-nt RNAs were the most abundant, followed by 21 and 23-nt RNAs. The characteristics of the length distribution were consistent with the typical size of miRNAs produced by Dicer processing and were consistent with previous results [39,56]. These findings indicate that the depth and quality of our sequencing data are satisfactory. Overall, 17 miRNAs showed differential expression between the RBP4 overexpression and control groups. The RT-qPCR results were consistent with the sequencing data and indicated that porcine ovarian GCs overexpressing RBP4 exhibited altered miRNA expression. To further identify candidate miRNAs involved in porcine ovarian GCs, we integrated the miRNA and mRNA sequencing data [35]. Based on the assessment, we found three miRNA-target gene pairs, namely miR-135-*KIT*, miR-132-*SEMA6D*, and miR-32-*RAB3B*, that might participate in porcine follicular development. Compared with the DEmiRNAs, the target genes observed in the current study had opposite expression patterns between the RBP4 and control groups according to both sequencing and RT-qPCR data. These findings from our study support the post-transcriptional repressive effects of miRNAs on their target genes [57]. These DEmiRNAs might regulate the proliferation of porcine GCs by affecting *KIT*, *SEMA6D*, and *RAB3B*.

Many previous studies have shown that the above DEmiRNAs are related to folliculogenesis and ovarian diseases in different species. Hu et al. [58] found that miR-1343 could promote apoptosis and inhibit proliferation of porcine GCs by targeting transforming growth factor-beta receptor type I (*TGFBR1*). TGFBR1, also known as activin receptor-like kinase 5, is required for female reproductive tract integrity and function and that disruption of *TGFBR1*-mediated signaling leads to catastrophic structural and functional consequences in the oviduct and uterus [59]. In addition, Li et al. [60] recently showed that lower expression of miR-1343 induces apoptosis in the ovarian cancer cell line OVCAR3 by suppressing the *TGF-beta* receptor in vitro. 

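In the deposited counts, miR-1343 had 142 to 218 reads in each of the 6 libraries. Its level was 142 ± 8.58 RPM (SD, n = 3) in the control group and 128 ± 12.5 RPM (SD, n = 3) in the RBP4 group, which overlapped (p = 0.2, two-sided exact permutation test). The log2 fold change of miR-1343 was −0.093 (standard error 0.11, adjusted p = 0.963 in edgeR), and over all alternatives it lay between −0.15 and −0.055, with an adjusted p from 0.586 to 0.998.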

In agreement with these findings, in the current study, we found that miR-1343 was significantly downregulated in the GCs of the RBP4 group compared to those of the control group, indicating that RBP4 modulation of miRNA expression promotes GC apoptosis. miR-148a was reported to inhibit sphingosine-1-phosphate receptor 1 (*S1PR1*) expression to suppress SKOV3 cell migration and invasion [61]. In another study, the expression of miR-193 was increased in murine ovaries after cadmium exposure via decreases in the expression of the follicle-development-related factors stem cell factor (*SCF*) and *c-kit* [62]. In PCOS, miR-145 was found to play an important role in regulating insulin receptor substrate I (*IRS1*). *IRS1* is a vital factor of the PI3K/AKT pathway that regulates ovarian function. In the present study, DEmiRNAs, such as miR-132, were found to exhibit apoptotic effects and regulate multiple cellular pathways. miR-132 has been shown to be involved in the death of HccLM3 cells, which act as a liver cancer cell model, and the expression of miR-132 progressively increases in HccLM3 cells [63]. The results of the current study motivate us to speculate that RBP4 overexpression causes cellular and molecular changes in the ovary, where miRNAs may play a central role.

In addition, KEGG pathway analyses showed that the DEmiRNAs might exert their functions through pathways related to PPARs, FoxO, NF-kappa B, AMPK signaling, oxidative phosphorylation, and steroid hormone biosynthesis. Several of the highly enriched signaling pathways have been shown to be involved in ovarian physiological functions, such as the proliferation and apoptosis of GCs and follicular development. Aberrant mitochondrial oxidative phosphorylation occurs in obese females with type 2 diabetes and insulin resistance, which are related to RBP4 [64]. Oxidative phosphorylation is also involved in GC follicular atresia and apoptosis [65]. In chicken ovaries, the AMPK signaling pathway has been reported to promote GC apoptosis via miR-204 [66]. The AMPK signaling pathway plays roles in regulating ovarian GC proliferation, steroidogenesis, and oocyte maturation [67,68,69]. The FoxO signaling pathway was predicted to be affected by downregulated miRNAs [70]. Another study recently proposed a relationship between the pleiotropic effects of diverse exogenous factors and the PPAR pathway that may underlie the modulation of lipid and glucose metabolism in two main chronic diseases, namely PCOS and nonalcoholic fatty liver disease (NAFLD) [71]. However, a functional study using the miRNA knockdown/mimic approach is required to validate the association of the miRNA-miRNA interaction and the associations of differentially expressed miRNAs with the predicted pathways.

## 5. Conclusions

In this study, we identified DEmiRNAs between porcine GCs overexpressing RBP4 and control porcine GCs by using deep sequencing. In addition, our data support the notion that several miRNAs are involved in important biological processes associated with folliculogenesis and pathogenesis. These results are useful for further studies investigating the role of RBP4 in porcine GCs.

## Figures and Tables

**Figure 1:**
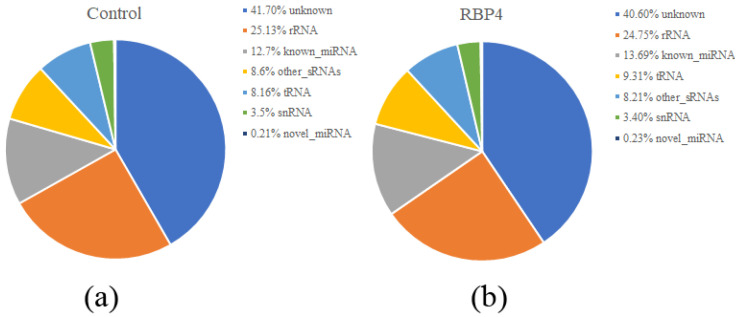
Annotation of sRNA sequences. (**a**) Classification of sRNAs of the control group; (**b**) classification of sRNAs of the RBP4 group.

**Figure 2:**
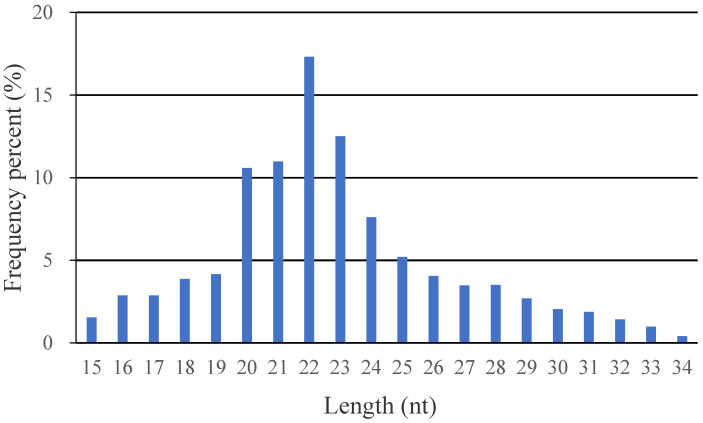
Length distribution of small miRNAs.

**Figure 3:**
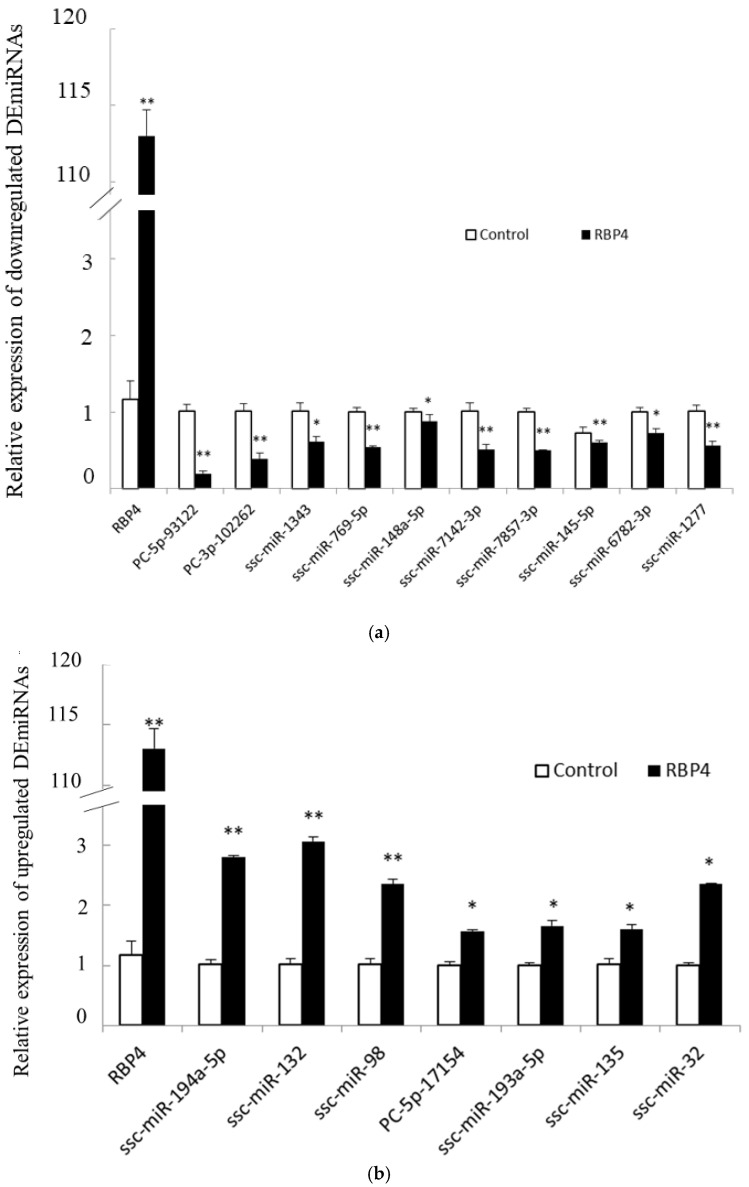
RT-qPCR validation of DEmiRNAs. (**a**) Relative expression of 10 downregulated DEmiRNAs. (**b**) Relative expression of 7 upregulated DEmiRNAs. The data are expressed as the mean ± SEM (* *p* < 0.05, ** *p* < 0.01).

**Figure 4:**
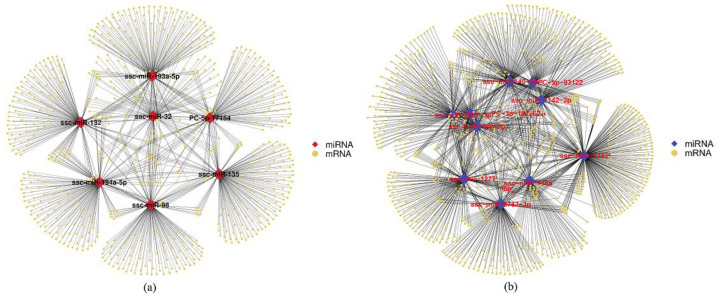
Target genes of the DEmiRNAs. (**a**) Interaction network of the upregulated DEmiRNA target genes. (**b**) Interaction network of the downregulated DEmiRNA target genes. Red blocks in the center indicate upregulated DEmiRNAs. In contrast, blue blocks indicate downregulated DEmiRNAs. Yellow blocks indicate mRNAs.

**Figure 5:**
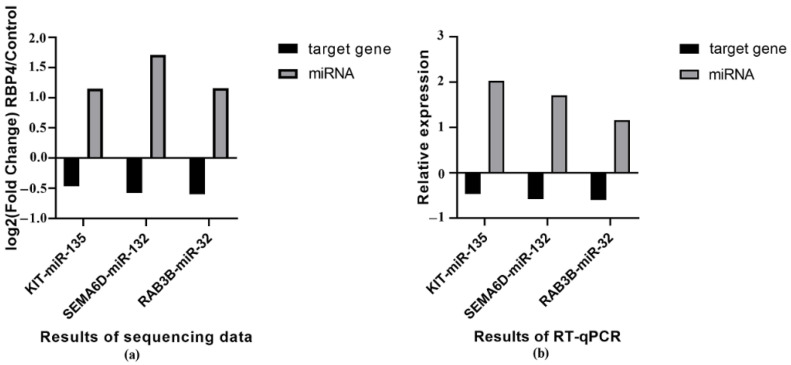
Sequencing and RT-qPCR analyses of the DEmiRNAs and their predicted target genes in the RBP4 and control groups (*n* = 3 replicates per group). (**a**) Results of sequencing. (**b**) Results of RT-qPCR.

**Figure 6:**
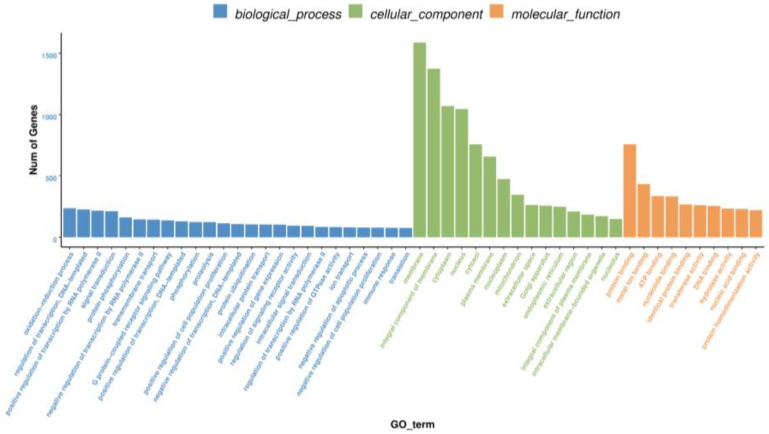
GO functional analysis of the potential targets of the DEmiRNAs.

**Figure 7:**
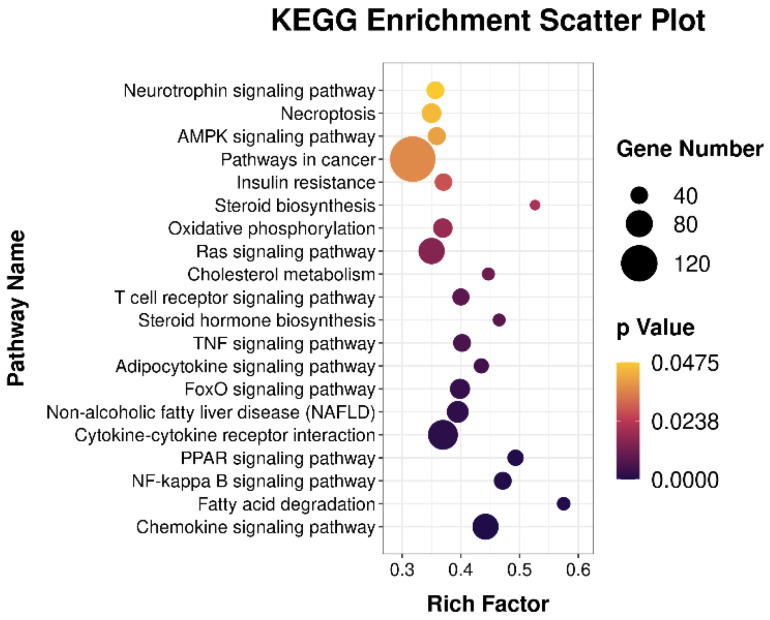
Pathways involving the predicted targets of the DEmiRNAs related to reproductive processes in GCs.

**Table 1:** Statistical analysis of sequencing data from the control group and RBP4 treatment group.

Sample	Raw Reads (M)	Clean Reads (M)	Clean Ratio (%)	Clean Q30 Ratio (%)	Annotated Reads	Readsperfect Matches in miRBase (SSCROFA 10.2)
control_1	11.9	8.5	71.7	99.2	8,499,093	7,195,389
control_2	13.9	9.9	70.6	99.2	9,844,804	8,610,887
control_3	19.7	12.9	65.6	99.3	12,937,609	11,436,699
RBP4_1	17.0	10.9	64.5	99.2	10,929,835	9,398,610
RBP4_2	16.3	10.2	62.5	99.3	10,206,670	8,731,703
RBP4_3	12.4	8.2	65.8	99.2	7,608,852	7,170,935

**Table 2:** Significant DEmiRNAs (*p* < 0.05).

Name of the miRNA	Fold-Change (RBP4 vs. Control)	*p*-Value
Downregulated		
PC-5p-93122	−20.50	7.67 × 10^−3^
PC-3p-102262	−18.49	3.62 × 10^−2^
ssc-miR-1343	−4.89	2.91 × 10^−2^
ssc-miR-769-5p	−3.86	3.60 × 10^−2^
ssc-miR-148a-5p	−3.77	4.81 × 10^−2^
ssc-miR-7142-3p	−3.76	1.86 × 10^−2^
ssc-miR-7857-3p	−2.70	4.02 × 10^−2^
ssc-miR-145-5p	−2.66	3.26 × 10^−2^
ssc-miR-6782-3p	−2.56	2.29 × 10^−2^
ssc-miR-1277	−2.17	3.62 × 10^−2^
Upregulated		
ssc-miR-194a-5p	4.45	1.67 × 10^−2^
ssc-miR-132	3.27	2.47 × 10^−2^
ssc-miR-98	3.16	3.32 × 10^−2^
PC-5p-17154	2.50	2.87 × 10^−2^
ssc-miR-193a-5p	2.47	3.65 × 10^−2^
ssc-miR-135	2.22	1.51 × 10^−2^
ssc-miR-32	2.23	3.21 × 10^−2^

## Data Availability

Data are contained within the article and Supplementary Materials. Raw data are available on request from the corresponding author.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ani11051391/s1, Table S1: Primers of RT-qPCR used in the present study; Table S2: DEmiRNAs and their corresponding validated target genes in porcine GCs treated with RPB4; Figure S1: Overexpression of RBP4 in GCs.

# Supplementary material for: The Effect of RBP4 on microRNA Expression Profiles in Porcine Granulosa Cells
**Source:** Animals (Basel). 2021 May 13;11(5):1391. doi: 10.3390/ani11051391
**Supplement:** Supplementary file 1

**Table S1** List of primers used for RT-qPCR, reverse transcription

| Primer name    | Sequence 5'-3'         |
|----------------|------------------------|
| RBP4-F         | GGGCGTAGCATCCTTCCT     |
| RBP4-R         | TCCGATTTGCCATCACAG     |
| KIT-F          | GAACAAATCCATGCCCACAC   |
| KIT-R          | CTCGACAACCTTCCACTGTAC  |
| SEMA6D-F       | CGAAGGTGGACTATGTTTCAGG |
| SEMA6D-R       | TCAGGTTTTAAGGACGGTGTC  |
| RAB3B-F        | AATCTTTTCTCCCAGCCCTG   |
| RAB3B-R        | CCCTACTTCCCCACTGATTTTC |
| GAPDH-F        | TGGGCATGAACCATGAGAAG   |
| GAPDH-R        | CCACGATGCCGAAGTTGTC    |
| miR-194a-5p-F  | CGCGTGTAACAGCAACTCCA   |
| miR-194a-5p-R  | GTGCAGGGTCCGAGGT       |
| miR-132-F      | GCGCGTAACAGTCTACAGCCA  |
| miR-132-R      | GTGCAGGGTCCGAGGT       |
| miR-98-F       | GCGCGGTGAGGTAGTAAGTTGT |
| miR-98-R       | GTGCAGGGTCCGAGGT       |
| miR-1343-F     | CTCCTGGGGCCCGCACCTCT   |
| miR-1343-R     | GTGCAGGGTCCGAGGT       |
| miR-145-5p-F   | CGGTCCAGTTTTTCCCAGGA   |
| miR-145-5p-R   | GTGCAGGGTCCGAGGT       |
| miR-148a-5p-F  | GCGCGAAAGTTCTGAGACACT  |
| miR-148a-5p-R  | GTGCAGGGTCCGAGGT       |
| miR-32-F       | GCGCGGTATTGCACATTACTAA |
| miR-32-R       | GTGCAGGGTCCGAGGT       |
| miR-135-F      | GCGGTATGGCTTTTCATTCCCT |
| miR-135-R      | GTGCAGGGTCCGAGGT       |
| PC-5p-93122-F  | GCGCGGTTAGTTGGTGGAG    |
| PC-5p-93122-R  | AGTGCAGGGTCCGAGGTATT   |
| PC-3p-102262-F | GCGCGCCTATTGGGAAAG     |
| PC-3p-102262-R | AGTGCAGGGTCCGAGGTATT   |
| miR-769-5p-F   | GCGGTGAGACCTCTGGGTTC   |
| miR-769-5p-R   | AGTGCAGGGTCCGAGGTATT   |
| miR-7142-3p-F  | GCGTTTGTGGCTCCTCTG     |
| miR-7142-3p-R  | AGTGCAGGGTCCGAGGTATT   |
| miR-7857-3p-F  | GCGATTGTTCTCCAACCTGG   |
| miR-7857-3p-R  | AGTGCAGGGTCCGAGGTATT   |
| miR-6782-3p-F  | CGTGACCTCTGGTCTCCCG    |

|                               |                                                        |
|-------------------------------|--------------------------------------------------------|
| miR-6782-3p-R                 | AGTGCAGGGTCCGAGGTATT                                   |
| miR-1277-F                    | CGCGCGCGTATATATATATATGTA                               |
| miR-1277-R                    | AGTGCAGGGTCCGAGGTATT                                   |
| PC-5p-17154-F                 | CGCGCGAAGTGTGTGTTC                                     |
| PC-5p-17154-R                 | AGTGCAGGGTCCGAGGTATT                                   |
| miR-193a-5p-F                 | TGGGTCTTTGCGGGCG                                       |
| miR-193a-5p-R                 | AGTGCAGGGTCCGAGGTATT                                   |
| U6-F                          | CTCGCTTCGGCAGCACA                                      |
| U6-R                          | AACGCTTCACGAATTTGCGT                                   |
| Reverse transcription primers |                                                        |
| miR-194a-5p                   | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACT<br>CCACA |
| miR-132                       | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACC<br>GACCA |
| miR-98                        | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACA<br>ACAAT |
| miR-1343                      | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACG<br>CGAGA |
| miR-145-5p                    | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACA<br>GGGAT |
| miR-148a-5p                   | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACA<br>GTCGG |
| miR-32                        | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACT<br>GCAAC |
| miR-135                       | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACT<br>CACAT |
| PC-5p-93122                   | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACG<br>AATCG |
| PC-3p-102262                  | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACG<br>GAAAC |
| miR-769-5p                    | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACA<br>GCTCA |
| miR-7142-3p                   | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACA<br>CACTT |
| miR-7857-3p                   | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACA<br>AAGAG |
| miR-6782-3p                   | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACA<br>CAGGG |
| miR-1277                      | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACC<br>ATACG |
| PC-5p-17154                   | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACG<br>CCACT |
| miR-193a-5p                   | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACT          |

|  |       |
|--|-------|
|  | CATCT |
|--|-------|

How the deposited data were processed for this re-analysis (not part of the article)

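Small RNA of porcine GCs was measured in 6 libraries, 3 of the RBP4 group and 3 of the control group, after 72 h of infection at a multiplicity of infection of 50. Each library's group and replicate number were taken from the sample labels, and 0 columns of counts were left without a library. The replicate number was not used to pair the libraries in the comparisons of the groups.

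The authors removed adapter dimers, junk, low-complexity reads and repeats with ACGT101-miR and searched the remaining sequences against porcine precursors in miRBase release 21. The deposited table gives whole read counts per sequence and library, the name of the miRNA and the length of the listed sequence. It holds 3559 miRNA entries with 60589227 reads when the entry without a miRNA name is included and 8045004 reads on miRNAs alone. The entry without a name took between 84.7% and 88.4% of a library and was left out of the tests and of RPM. An entry whose name marks it as predicted was counted as predicted and every other as known. The sequencing reads themselves were not used here, so filtering, mapping and naming are those of the authors.

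Depth on miRNAs was 1303704, 1233917 and 1500910 reads in control replicates 1 to 3 and 1531225, 1474967 and 1000281 reads in RBP4 replicates 1 to 3. A level of 3 reads or less was treated as the floor. Intervals are 95% Wilson intervals from scipy 1.17.1 and cover counting error only. Replicate noise was wider than counting error, with a chi-square per degree of freedom from 6.66 to 62.7 for pairs of libraries within a group. The common biological coefficient of variation in edgeR was 0.293.

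Groups were compared in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 with condition as the term, TMM normalization and Benjamini-Hochberg adjustment over 912 miRNAs with at least 10 reads summed over the 6 libraries. TMM factors lay between 0.939 and 1.06. Thresholds were an adjusted or unadjusted p of 0.05 and, from the paper's criteria, a fold change of 2. Standard errors were derived from the log2 fold change and the test's F value. Single measures were compared with two-sided exact permutation tests of group means, whose smallest p is 0.1. Tables were handled with pandas 2.3.3 and plots drawn with matplotlib 3.10.9.

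Before the data were examined, the following alternatives were set. Normalization used total miRNA reads or DESeq2's size factors. The read minimum was replaced by edgeR's filterByExpr, by at least 10 reads in every library, or by no minimum beyond 1 read. The test was replaced by the Wald test of DESeq2 1.42.0, by limma 3.58.1 on log2(RPM + 1), with pseudocounts of 0.1 and 10 for the count of miRNAs with an adjusted p under 0.05, and by an equal-variance test of means on RPM, since the paper's statistics section names the test for independent samples. Entries were summed by miRNA name, the replicate number was added as a block, and each library was left out in turn. Detection was also counted with reads in every library, and lengths with each sequence counted once. Another 5 alternatives were chosen after seeing the data. These were normalization to all annotated reads, the equal-variance test on RPM of all annotated reads, no read minimum together with leaving out RBP4 replicate 1, the equal-variance test together with no read minimum, and the pseudocounts of 0.1 and 10 in limma for all other results of the comparison.

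The miRNAs named in the text are those of Table 2, the 2 with the lowest unadjusted p in each direction, the 5 with the most reads, and members of lists written before the data were examined. These lists are the partners of the Table 2 miRNAs (the other arm of the hairpin, and members of the same cluster or family) and marker miRNAs of blood, of stroma and smooth muscle, of epithelium and of liver. Any other miRNA named was chosen after its values were seen. The split of the Table 2 miRNAs into 12 with more and 2 with at most 5 reads in each library was also chosen after seeing the counts. Neighbouring genes were taken from the annotation of Sscrofa11.1, and no positions are given because the paper names another assembly. Target predictions, GO and KEGG terms were not analysed here because the table of targets was held only in part.

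The test was run on simulated data with the means of these libraries. Each miRNA was given the dispersion of the trend over all miRNAs at its level, not its own. No simulated library stood apart as RBP4 replicate 1 does, so recovery in the real libraries can differ. With 200 miRNAs changed 2-fold the test recovered 11% of them at an adjusted p under 0.05, with 0 unchanged miRNAs called. With 4-fold changes, it recovered 75.9% of 199 changed miRNAs, including all 54 changed miRNAs above 50 RPM, with 7 unchanged miRNAs called. In 50 simulations in which the 14 Table 2 miRNAs had the paper's fold changes, 9.04 of them were called on average, from 6 to 11.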

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

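All tests in this part, and the rule that picked the miRNAs, were chosen only after the result was seen.

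In RBP4 replicate 1, 15 miRNAs stood far above all 5 other libraries, a signal on miRNAs that the paper does not discuss. Each had at least 10 reads in all and, after 5 RPM were added, at least 4 times the level of the highest other library. They comprise 12 known and 3 predicted miRNAs with 32656 reads in RBP4 replicate 1, or 2.13% of its miRNA reads (95% Wilson interval 2.11 to 2.16). The same 15 miRNAs had between 288 and 479 reads in each of the other libraries, and no other library had a miRNA raised in this way. miR-1 had 18318 reads against 15 to 49 elsewhere, miR-10a-5p 5651 against 18 to 55, miR-184 5192 against 228 to 357, and miR-9 2041 against 9 to 23. miR-375 had 307 reads, miR-133a-3p 200, miR-206 111 and miR-124a 30, each with at most 2 reads elsewhere. miR-1, miR-133a-3p and miR-206 are members of the list for stroma and smooth muscle, and the others were named after their values were seen. Of the 23 miRNAs with an unadjusted p under 0.05 and a fold change over 2, 12 are among the 15.

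The tables argue against library depth as the explanation. Depth of the library was tested by thinning the miRNA reads of each library at random to 1000281, the smallest depth. This left 793 to 820 of the 912 miRNAs with at least 10 reads in all. Over 100 draws, a median of 15 and at least 14 of the 15 still met the rule in RBP4 replicate 1.

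These 15 miRNAs were not raised by the same size in all 3 RBP4 libraries. Each stood at least 4 times higher in RBP4 replicate 1 than in RBP4 replicates 2 and 3, after 5 RPM were added. The rule required this, so it describes the 15 and is no test of an effect of RBP4 overexpression. A smaller shared effect, or an effect in the well of RBP4 replicate 1 alone, stays open. The median log2 ratio of RBP4 replicates 2 and 3 to the control group over the 15 miRNAs was −0.19. The rule picked miRNAs with low levels in these 2 libraries, so this value cannot decide on a smaller effect. Pig muscle cells and pig nerve cells in that well stay open as well. Of the raised miRNAs, 3 are in the list for stroma and smooth muscle, and miR-133a-3p, whose gene neighbours that of miR-1 in Sscrofa11.1, had 1.09% of the reads of miR-1 in RBP4 replicate 1. miR-124a had 1.47% of the reads of miR-9. Other miRNAs of muscle and nerve, listed after the counts were seen, did not rise as sets in RBP4 replicate 1. Their median log2 ratio was −0.035 for muscle, with 2 of 4 lower, and −0.30 for nerve, with 4 of 5 lower. In the muscle list, miR-133b had 11 reads against at most 3 elsewhere. The ratios of all these miRNAs in pig muscle or nerve are not in the data, so none of these values decides.

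Reads of another animal in that library are also an open explanation. Of the 12 known raised miRNAs, 11 belong to families shared by vertebrates and invertebrates, against 84 of the 624 other known miRNAs tested, or 13.5% (p = 5.19e-09, two-sided Fisher's exact test). The list of families was made after the raised miRNAs were seen, so these reads may come from another animal only as a hypothesis, and the list keeps the test from deciding it. Many names in the counts carry a suffix, read here as the matched positions and the length of the named miRNA. By this reading, 3.25 nucleotides lay outside the match on average for the raised and 2.40 for the other known miRNAs (p = 0.157, one-sided permutation test with 100000 resamples). A difference of the GCs in that well other than RBP4 was not tested.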

How the results depend on the processing

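The alternatives named in the processing summary were each run on all 6 libraries, with 1 choice changed at a time unless stated.

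The count of miRNAs with an adjusted p under 0.05 was 0 in the comparison as reported, where 50 had an unadjusted p under 0.05. It stayed at 0 under the other normalizations, the stricter read minimums, DESeq2's Wald test, limma with each pseudocount, the equal-variance test, summed entries and each of the 6 fits that left out 1 library. With no read minimum, 20 miRNAs had an adjusted p under 0.05. Of these 20, 15 are the miRNAs raised in RBP4 replicate 1, and 0 are in Table 2. In that setting the prior degrees of freedom in edgeR were infinite, against 4.65 as reported, so the dispersion of each miRNA was drawn fully to the common trend. With no read minimum and without RBP4 replicate 1 together, a setting chosen after seeing the data, the count was 1, and the median log2 fold change of the 3293 miRNAs shifted to −0.22. With the equal-variance test and no read minimum together, also chosen after seeing the data, it was 10, and each of these had at most 3 reads in all.

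The 23 miRNAs with an unadjusted p under 0.05 and a fold change over 2 depended on the read minimum, the test and the pseudocount. There were 69 with no read minimum, 7 with filterByExpr and 3 with at least 10 reads in every library, where fewer miRNAs were tested (371 in the last). DESeq2's Wald test gave 7, limma on log2(RPM + 1) 13 and the equal-variance test on RPM 12. Among the settings chosen after seeing the data, limma with a pseudocount of 10 gave 0, beside 39 with an unadjusted p under 0.05, and limma with a pseudocount of 0.1 gave 16. The equal-variance test on RPM of all annotated reads gave 12, the equal-variance test with no read minimum 51, and no read minimum without RBP4 replicate 1 gave 38, all 3 also chosen after seeing the data. The fits that each left out 1 library gave from 11 (without control replicate 2) to 38 (without RBP4 replicate 2 or 3), with 14 without control replicate 3 and 15 without RBP4 replicate 1. Total miRNA reads, all annotated reads, DESeq2's size factors and summed entries gave 23 to 27. Beyond the number of miRNAs or libraries, the cause was not tested.

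The 50 miRNAs with an unadjusted p under 0.05 were 31 higher and 19 lower. More were lower in the equal-variance test on RPM (11 higher and 29 lower), in limma on log2(RPM + 1) (12 and 24), and in the fits without control replicate 1 (24 and 25) and control replicate 3 (19 and 23). The same held in settings chosen after seeing the data, namely limma with pseudocounts of 0.1 (12 and 18) and 10 (13 and 26), the equal-variance test with no read minimum (23 and 56), and no read minimum without RBP4 replicate 1 (26 and 34). The numbers were equal without control replicate 2 (14 each) and in the equal-variance test on RPM of all annotated reads (20 each), the latter also chosen after seeing the data. In the other settings more were higher. The cause was not tested.

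Fold changes of 22 named miRNAs were compared with the alternatives in 477 cases. In 473 the direction and the side of the threshold were the same. The 2 reversals were both of miR-194a (0.35 as reported), which was −0.094 without RBP4 replicate 1 and ranged from −0.094 to 0.56 over the fits that left out 1 library. It was −0.12 with no read minimum and without RBP4 replicate 1 together. In the other 2, hsa-miR-4448 passed an adjusted p of 0.05 with no read minimum (log2 fold change 0.68) and with no read minimum and without RBP4 replicate 1 together (0.74). The Table 2 miRNAs with more than 5 reads had the paper's direction in every setting run, 12 of 12 or 11 of 11 where miR-194a was not tested, except without RBP4 replicate 1 and with no read minimum and without RBP4 replicate 1 together, where it was 11 of 12. Of the partners of these miRNAs, 23 of 31 had the direction of the miRNA they accompany, and 15 of 19 with at least 10 reads in every library, where fewer could be tested.

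The marker miRNA of liver, miR-122, had 16 reads in all, and its log2 fold change of 0.41 changed sign without control replicate 1. It ranged from −0.12 to 1.08 over the fits that left out 1 library and was −0.995 with no read minimum and without RBP4 replicate 1 together. In the fit without RBP4 replicate 1, with filterByExpr and with at least 10 reads in every library it was not tested, nor was the blood list in the last. The medians of the blood list and of the list for stroma and smooth muscle stayed negative in each setting run.

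Known miRNAs numbered 558 with reads in every library and 636 with at least 10 reads summed, against 2783 with any read. Predicted miRNAs numbered 217 and 276, against 776. With each sequence counted once, 22 nt held 17.3%, 25 nt 5.198% and 20 to 23 nt 51.4%. The share of 25 nt fell because miR-21 then counts as a single sequence. miR-21 does not account for the share of 22 nt, which was 51.7% of the reads with miR-21 left out.

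The replicate number as a block gave 0 miRNAs with an adjusted p under 0.05 (smallest 0.0591), 46 with an unadjusted p under 0.05 and 23 with a fold change over 2 as well. The common coefficient of variation was 0.231 with the block and 0.293 without. In a check of pairing over 371 miRNAs, control and RBP4 libraries of the same number had correlations across miRNAs of 0.052, 0.11 and −0.095, which gives no ground to treat them as pairs. miRNAs are not independent replicates.

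Depth and replicate number limit what the test can find. Simulated dispersions came from the trend and not from each miRNA, so recovery in the real libraries can differ. On these simulated data the test found 11% of 2-fold and 75.9% of 4-fold changes at an adjusted p under 0.05, and all 4-fold changes above 50 RPM. With the paper's fold changes put into simulated counts, miR-1343 and miR-769-5p were called in 100% of 50 simulations, and miR-1277 and miR-135 in 0%.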

Differences from the paper's values

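Fold changes are given here on the scale of Table 2, where a negative value is the ratio of control to RBP4 with a minus sign. miR-1343 was −1.07 against the paper's −4.89, miR-769-5p −1.19 against the paper's −3.86, and miR-148a-5p −1.31 against the paper's −3.77. For miR-7142-3p the value was −1.13 and the paper's −3.76, for miR-7857-3p −1.31 and the paper's −2.70, for miR-145-5p −1.39 and the paper's −2.66, and for miR-6782-3p −1.18 and the paper's −2.56. Among the upregulated DEmiRNAs, miR-194a-5p was 1.27 against the paper's 4.45, miR-132 1.18 against the paper's 3.27, and miR-98 1.14 against the paper's 3.16. The value of miR-193a-5p was 1.10 and the paper's 2.47, and that of miR-32 was 1.22 and the paper's 2.23. None of the alternatives set before the data were examined closed the gap for any of these 12 miRNAs, and neither did those chosen after seeing the data, in 262 comparisons.

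The paper reports 17 DEmiRNAs and states that p was adjusted. With an adjusted p under 0.05 and a fold change over 2 there were 0 here, and 23 with an unadjusted p. For the count with an adjusted p, the test with no read minimum was the only alternative set before the data were examined that came within 1.5 times of the paper's 17, with 18 miRNAs, none of them in Table 2. The count of 23 with an unadjusted p lay within 1.5 times of the paper's 17, as did 25 with total miRNA reads, 23 with DESeq2's size factors, 13 with limma on log2(RPM + 1), 12 with the equal-variance test on RPM, 24 with summed entries, 20 without control replicate 1, 14 without control replicate 3 and 15 without RBP4 replicate 1. So did 16 with limma and a pseudocount of 0.1 and 12 with the equal-variance test on RPM of all annotated reads, both chosen for this count after seeing the values. No setting gave a Table 2 miRNA an unadjusted p under 0.05 together with a fold change over 2.

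With an unadjusted p under 0.05 and a fold change over 2, 18 miRNAs were upregulated against the paper's 7 and 5 were downregulated against the paper's 10. For the upregulated, the alternatives set before the data were examined that closed the gap were DESeq2's Wald test (5), the equal-variance test on RPM (5) and the fits without control replicate 1 (10), control replicate 3 (6) and RBP4 replicate 1 (5). The equal-variance test on RPM of all annotated reads (7) and limma with a pseudocount of 0.1 (9), both chosen for this count after seeing the values, closed it as well. For the downregulated they were limma on log2(RPM + 1) (9), the equal-variance test on RPM (7) and each fit that left out 1 library, with 7 to 10. Limma with a pseudocount of 0.1, chosen for this count after seeing the values, closed it as well, with 7. The alternatives not named in this paragraph closed neither gap.

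The paper gives means of 9080992 (control) and 8433749 (RBP4) reads annotated in miRBase. Reads on known or predicted miRNAs averaged 1346177 and 1335491 here, and the paper's means are those of the entry without a miRNA name. No alternative applied to this value. In RBP4 replicate 3 the counts summed to 8171216 reads, against the paper's 7608852 annotated reads in Table 1.

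Lengths here are those of the listed sequences, and the lengths of single reads are not given. Weighted by reads, the share of 20 nt was 1.70% against about 11% in Figure 2 of the paper, read by eye. That of 21 nt was 2.00% against about 11% in Figure 2, read by eye. The share of 23 nt was 4.57% against about 13% in Figure 2, read by eye, that of 24 nt 4.82% against about 7.6% in Figure 2, read by eye, and that of 25 nt 64.8% against about 5.2% in Figure 2, read by eye. With each listed sequence counted once, an alternative set before the data were examined, all 5 shares came within the figure's values, at 10.6%, 11.0%, 12.5%, 7.61% and 5.198%.

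The paper ranks 21 nt before 23 nt. Counted once, 12.5% of the sequences had 23 nt and 11.0% had 21 nt. The paper lists miR-1277 among the downregulated DEmiRNAs, and it had 0, 4 and 1 reads in the control libraries and 1, 3 and 1 in the RBP4 libraries. The predicted miRNAs PC-5p-93122, PC-3p-102262 and PC-5p-17154 of Table 2 were not found by name.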

Other observations

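Apart from the alternatives that were set before the data were examined, all tests in this part were chosen only after the results were seen. Lists of partners and markers were written before the data were examined.

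The fold changes of the 12 Table 2 miRNAs with more than 5 reads in a library were smaller than the paper's, with a median log2 fold change in the paper's direction of 0.24 against the paper's 1.68. The tables argue against 3 technical explanations. A mislabelled sample would let some other assignment of 3 libraries to the RBP4 group give fold changes of the paper's size. Over all 20 assignments the largest median was 0.24, that of the labels as given, and the largest single log2 fold change was 0.76. Another scaling of the counts would shift all 12 the same way, but 7 lay above the paper's value and the others below it. Reads split over several entries of a miRNA were tested by summing entries by name, which left the median at 0.24. Steps of the authors between the deposited counts and Table 2 were not tested.

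Other splits of the 6 libraries into 3 and 3 were compared with the real one, and 10 such splits cannot give a share under 0.1. The real count of miRNAs with an adjusted p under 0.05 was 0, beside 50 with an unadjusted p under 0.05. No split can have fewer than 0, so this comparison cannot decide anything. For an unadjusted p under 0.05 with a fold change over 2, 10 of the 10 splits gave a count as large as the real one. The real split had the fewest, with 23, and the others had 25 to 40. The real split alone, 1 of 10, gave as many as 13 of 14 Table 2 miRNAs in one direction, and the study chose that list on these libraries.

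Partners of the Table 2 miRNAs shared their direction in 23 of 31 cases, and in 16 of 24 without the let-7 members. In 4 of the 10 splits, the real one included, as many partners shared a direction. All 3 partners of miR-145-5p were lower, with log2 fold changes from −0.68 to −0.19, and this held under the other normalizations. Of these, miR-143 lies next to miR-145 in Sscrofa11.1. All 9 partners of miR-98, 7 of them let-7 members with closely similar sequences, were higher, from 0.073 to 0.43, and from 0.017 to 0.37 when scaled to total miRNA reads. None of the 31 had an adjusted p under 0.05 in edgeR.

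Marker miRNAs of other cells were compared in 5 lists or parts of lists, of which 4 could be tested. The blood list had 3 members tested, with 187 reads over its 6 entries and a median log2 fold change of −0.77 (p = 0.3, exact permutation test, 0.6 after adjustment over the 4 tests). All 3 were lower. The median was −0.50 without control replicate 2, −0.34 with a pseudocount of 10 in limma and −1.31 with filterByExpr, which left miR-451 alone. Of its 6 entries, 3 had reads in every control library, and none is in Table 2. The epithelium list had 4 reads and no member tested. For liver, miR-122 had a log2 fold change of 0.41 (p = 0.9, exact permutation test), and −0.12 without control replicate 1.

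The list for stroma and smooth muscle had 10 members tested and a median log2 fold change of −0.25, with 6 of 10 lower (p = 1, exact permutation test). Of its entries, 8 had reads in every control library, 1 (miR-145-5p) is in Table 2, 2 are partners of it and 3 (miR-1, miR-133a and miR-206) are among the miRNAs raised in RBP4 replicate 1. Without these 3, the median over 7 members was −0.34, with 6 lower. It lay between −0.59 (without RBP4 replicate 3) and −0.24 (without RBP4 replicate 1) with each library left out in turn. Fewer stromal or smooth muscle cells in the RBP4 group may be a candidate explanation, but the exact permutation test of this shortened list gave p = 0.3 and cannot tell it from chance. Its mean log2(RPM + 1) was 5.50, 5.46 and 5.60 in control replicates 1 to 3 and 4.76, 5.09 and 5.57 in RBP4 replicates 1 to 3, so the groups overlapped. An effect of RBP4 on these miRNAs in the GCs stays open as well. The most abundant members, such as miR-143-3p with 2296 ± 334 RPM (SD, n = 3) in the control group and 1946 ± 381 RPM (SD, n = 3) in the RBP4 group, were present in all libraries.

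RBP4 replicate 1 differed from the other libraries of its group more than these differed from each other. The correlation of log RPM across miRNAs, which are not independent replicates, was 0.945 and 0.951 for its 2 pairs and 0.976 to 0.981 for the 4 other pairs within groups.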
